A study of Mus musculus with 8 samples. Its data were reported in "Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes" (2013).

How the data were processed

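Total RNA from mouse embryonic fibroblasts (Dnmt1 wild type, Trp53 null) treated for 72 hours with DMSO or 5-aza-dC was amplified, biotin-labelled and hybridised to Illumina BeadChips. The labels give a dose of 1 µM, and the study's methods give another concentration, so the dose is uncertain. Groups, replicate numbers and technical arrays were taken from the labels. There were 2 groups of 4 arrays, from 2 biological replicates per group with 2 technical arrays each. The labels call the replicates biological without saying whether separate cultures were used, so the p-values measure the spread between these samples.

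The authors deposited a table of bead intensity per probe that was not normalized, with a detection p-value for each probe and array. The authors also deposited normalized values per probe, here treated as intensity on a linear scale. The submitters' processing notes name lumi, with no version, and the methods describe background subtraction forced to positive values, a variance stabilising transformation and robust spline normalisation. The deposited normalized values had the same rank order within each array as the raw signal, and on the first array of 5-aza-dC replicate 1 they equalled it, so a background subtraction is not visible in them. Median signals per array ran from 56.2 to 63.9 in the raw table and from 56.6 to 57.7 in the normalized values, whose scale was read from this match. The array type named in the methods is larger than the 25697 probes of the table, and slide positions are not given in the sources used here.

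From the raw intensity, background was corrected with the normexp method of limma 3.58.1, with the background estimated from the detection p-values and an offset of 16, followed by quantile normalization and log2. Technical arrays were averaged. A probe was tested if its detection p-value was under 0.05 on all 4 arrays of at least 1 group, which held for 13155 probes (51.2%) and 8799 named genes. Groups were compared with lmFit and eBayes of limma, two-sided, with 2 residual degrees of freedom per probe before moderation and 4.05 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg. R 4.3.3 and statmod 1.5.0 were used.

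Gene names came from the platform annotation, updated through RefSeq (GRCm38.p6): 23978 probes had 1 gene, 0 had several and 1719 had none here. Of the named probes, 23962 were matched by gene identifier, 9 by accession and 7 kept the platform's name. Each gene is represented by its tested probe with the highest mean signal. For a probe not detected on any array of a group, the fold is a bound: the bright group's mean against, for each array of the dim group, the higher of the lowest signal among detected probes and the probe's own signal, on normalized log2 values with technical arrays averaged first. It holds on that scale alone, since the authors' values, which show no background subtraction, give smaller folds for most such genes.

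Before the data were examined, 23 gene lists, the tests, the alternatives and the rule for named genes were fixed. The rule names the 10 largest rises and 10 largest falls among genes with an established symbol, an adjusted p under 0.05 and both treated replicates beyond both controls, the genes the study discussed, and for each list up to 4 passing members with the largest change. A few list members outside the rule (Nanog, Tdrkh, Brdt, Ccn2, Thy1 and Cdh1) were chosen after their values were seen. Lists with at least 3 measured members, 21 in all, were compared with other genes by camera with a preset correlation of 0.01, two-sided, adjusted over the lists. No list passed when the correlation was estimated from these samples.

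The fit was tested on simulated data with the spread of the 13155 tested probes and 200 changed ones. It recovered 25.4% of probes changed by 0.5 on the log2 scale, 95.5% of those changed by 1 and 100% of those changed by 2, with 18 unchanged probes called. With no probe changed there were 0 calls. Of the simulated lists, the single shifted one was called and 0 of 20 others were. Simulated probes varied independently and with the same spread in both groups. The simulation therefore does not test lists whose genes move together, or treated replicates that spread more than controls. It also changed only 200 of 13155 probes, whereas 55.0% of tested probes were called in the data. Adjustment is stricter when fewer probes change, so the recovered shares do not describe the real comparison.

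Alternatives were the authors' values, no background correction, median centring, an offset of 50, no detection filter, a filter at 0.01, a replicate block, all 8 arrays with a random block, either technical array alone, a mean-variance trend, each biological replicate left out, a 1.5-fold minimum, other list tests and the mean of a gene's probes. A slide block could not be fitted, since slides are not known. The study's own gene sets were not used here.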

Results

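Gene expression was measured on Illumina BeadChips in mouse embryonic fibroblasts (MEFs) that carry wild-type Dnmt1, the maintenance DNA methyltransferase, and lack Trp53, the gene of the p53 tumour suppressor. The cells were cultured for 72 hours with the solvent DMSO or with 5-aza-2′-deoxycytidine (5-aza-dC), a cytidine analogue that traps DNA methyltransferases and lowers DNA methylation during replication. Each group held 2 biological replicates, each hybridised on 2 technical arrays, so the comparison rests on 4 samples and 8 arrays. Of 25697 probes, between 12841 and 12910 were detected on the control arrays and between 13153 and 13595 on the treated arrays. The number of replicates limits the precision. Across tested probes, Pearson's r was 0.997 to 0.998 between technical arrays, 0.996 between control replicates, 0.986 to 0.987 between treated replicates and 0.907 to 0.920 between groups. These are correlations across probes, which are not independent replicates.

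The comparison asks which genes change when fibroblasts lose DNA methylation through the drug. Psg23, a pregnancy-specific glycoprotein gene of the placenta, had a log2 signal of 7.20 ± 0.11 (SD, n = 2) in the controls and 14.13 ± 0.077 with 5-aza-dC, a 121-fold rise, with the treated signal near the highest on these arrays, where saturation was not tested. The germ cell genes Tex19.1, Dazl and Taf7l were not detected on any control array and were at least 62.6-fold, 39.0-fold and 26.7-fold higher in treated cells. Krt8, a keratin of simple epithelia, rose at least 27.8-fold and Pkd1l2, a polycystin family gene, at least 20.4-fold in the same way. Cxcl1, a neutrophil-attracting chemokine, rose by 5.13 on the log2 scale (SE 0.125), Dusp4, a MAP kinase phosphatase gene detected on 2 of 4 control arrays, by 4.90 (SE 0.112) and Rhox5, a reproductive homeobox gene of the X chromosome, by 4.75 (SE 0.256). Slc47a1, a transporter gene, rose at least 42.4-fold on its brightest probe, but 1 of its 4 tested probes read -0.14 on the log2 scale. Sizes of changes to or from a dim signal depended on the background correction, and the minimum folds hold only on the normalized scale used here. With the authors' values the log2 rises were 5.04 for Tex19.1, 4.47 for Dazl, 4.01 for Taf7l, 3.80 for Krt8, 3.71 for Pkd1l2, 4.64 for Slc47a1, 4.07 for Cxcl1, 3.83 for Dusp4 and 3.71 for Rhox5. Of the 27 genes chosen by the naming rule that have a minimum fold, 23 had a smaller fold than that with the authors' values.

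The genes that fell furthest included several of the extracellular matrix. The microfibril gene Mfap4 fell by 5.32 on the log2 scale (SE 0.134), from 9.87 ± 0.15 to 4.55 ± 0.15 (SD, n = 2), and was detected on only 1 of 4 treated arrays. The proteoglycan gene Ogn fell by 4.79 (SE 0.125) and the collagen gene Col3a1 fell by 4.49 (SE 0.107). Srpx2, Slc40a1, which encodes the iron exporter ferroportin, Cdo1, which encodes cysteine dioxygenase, and the imprinted gene Mest had log2 changes of -4.43, -4.40, -4.35 and -4.01. Nrep and the lysophosphatidic acid receptor gene Lpar4 had changes of -3.92 and -3.89, and Adamts5, which encodes an aggrecan-cleaving protease, fell from 9.51 ± 0.13 to 5.50 ± 0.20 (SD, n = 2). With the authors' values the changes were -4.08 for Mfap4, -3.73 for Slc40a1, -3.26 for Lpar4 and -3.20 for Adamts5. All 20 of these genes had a limma adjusted p of at most 7.61e-05, and both treated replicates lay beyond both controls.

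**Figure D1:**
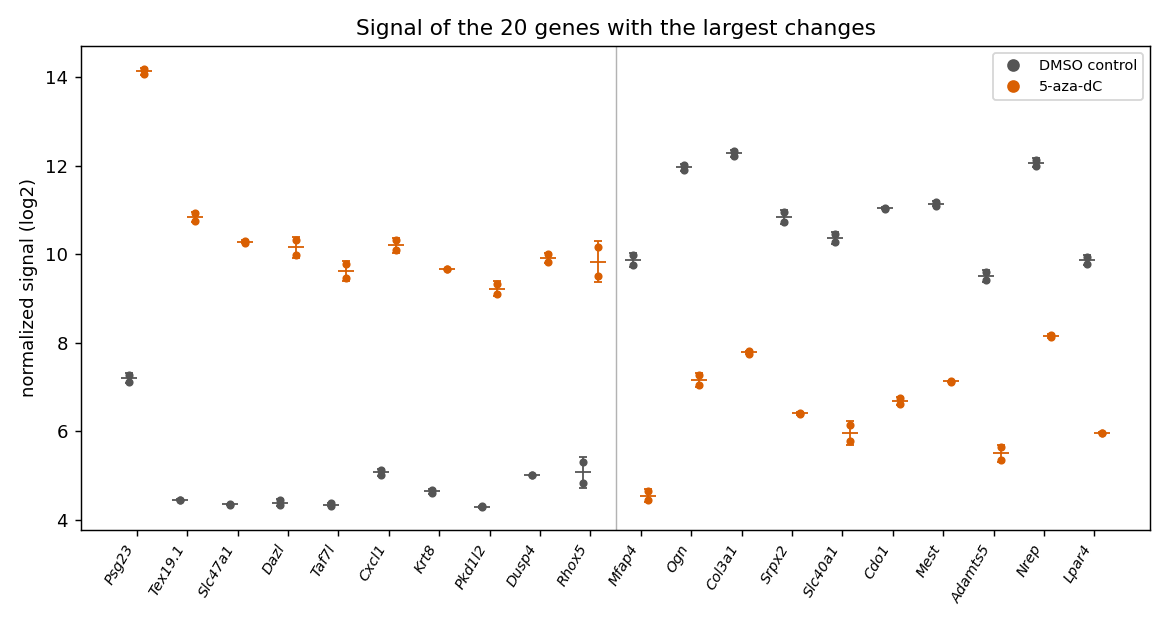
Normalized log2 signal (vertical axis) of the 10 genes with the largest rises (left of the line) and the 10 with the largest falls (right), with DMSO control in grey and 5-aza-dC in orange. Points are the 2 biological replicates of each group, the horizontal marks their mean and the bars ± SD; Psg23 lies at 7.20 in the controls and 14.13 in treated cells, and Mfap4 at 9.87 and 4.55.

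Over the 13155 probes tested, 3780 were higher and 3459 lower with 5-aza-dC (limma, Benjamini-Hochberg adjusted p under 0.05), which is 55.0% of them. At least a 2-fold change was found for 1026 of the higher and 1048 of the lower probes. The counts moved both ways when a replicate was left out, where the lone sample is taken to vary like the other group. Treated replicates differed more from each other than control replicates did (SD of the log2 difference 0.316 against 0.165). Without a test, 509 probes were detected on all 4 treated arrays and no control array, against 240 with the opposite pattern. The latter count was 378 without 5-aza-dC replicate 1 and 389 with technical array a alone, and the stricter detection filter gave 463 against 350. By gene, with every probe of the gene considered, these were 337 and 150 genes. The lowest normalized log2 signal called detected was 4.728 to 4.813 on treated arrays and 4.865 to 4.881 on control arrays. At an equal normalized signal, detection was thus easier on treated arrays, which favours the larger counts.

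Most measured germline genes rose. Of 24 measured members, 19 rose, 3 fell and 2 did not pass the test, with identical counts adjusted over the list alone. The list was higher than other genes (camera adjusted p = 7.84e-07, and adjusted p = 0.338 with an estimated correlation), with a median log2 change of 1.98, or 1.42 with undetected members at their bound. The median was 1.26 with the authors' values, 1.32 without background correction, 1.06 with an offset of 50 and 0.14 without a detection filter. Besides Tex19.1, Dazl and Taf7l, Asz1, a gene of the germ cell piRNA pathway, rose by 3.66 (SE 0.136, adjusted p = 2.66e-05, limma), or 2.64 with the authors' values. The 3 that fell were the pluripotency gene Nanog, undetected on treated arrays and at least 3.03-fold lower, the piRNA pathway gene Tdrkh, at -0.38, and the testis bromodomain gene Brdt, at -0.33, and the calls of Tdrkh and Brdt were lost in several settings, among them without either control replicate. For 15 genes of the list no control array and all 4 treated arrays gave a detected signal, and 1, Nanog, had the opposite pattern. Those 15 passed the filter through the treated arrays alone, which favours a rise of the list. Among X-linked reproductive and cancer-testis genes, 6 of 7 measured members rose and 1 did not pass the test, and the counts were identical adjusted over the list alone (camera adjusted p = 0.00343, and adjusted p = 0.338 with an estimated correlation). That call was lost when no detection filter was applied (adjusted p = 0.0733). The list's median of 2.30 became 1.49 with the authors' values, 1.56 without background correction, 1.29 with an offset of 50 and 0.023 without a filter. Rhox9, Tktl1 and Xlr4a, at background in the controls, were at least 3.43-fold, 3.44-fold and 3.32-fold higher. Members of the Rhox and Xlr families are similar in sequence, and their probes could share transcripts. Another 21 genes of that list on the array did not pass the detection filter, nor did 22 germline genes. Of the measured X-linked members, 5 were detected on no control array and passed it through the treated arrays alone, which favours a rise.

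The study asked whether genes under Polycomb repression become active when DNA methylation is lost, so Hox cluster and other developmental genes were examined. Most Hox genes gave no usable signal: 32 of the 38 on the array did not pass the detection filter. Of the 6 measured, 3 fell, none rose and 3 did not pass the test, also when adjusted over the list alone. Hoxc6 was not detected on treated arrays and was at least 1.96-fold lower (limma adjusted p = 0.000401). Hoxb9 fell by 0.75 (SE 0.110, adjusted p = 0.0022, limma) and Hoxb5 fell by 0.45 (SE 0.126, adjusted p = 0.0253, limma), although the Hoxb5 call was lost with the authors' values and in several other settings. The list's median was -0.36 and its shift did not pass the threshold (camera adjusted p = 0.080). Of the Hox genes named by the study, Hoxa10, Hoxa11, Hoxc9, Hoxc11 and Hoxc12 were not detected on any array and Hoxc13 on 1 treated array. Hoxc10 differed by -0.07 (SE 0.130, adjusted p = 0.669, limma), with the sign turned under median centring.

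Measured developmental transcription factors moved both ways. Another 92 of the 120 on the array did not pass the detection filter, so a rise below the detection limit could not be seen. Of 28 measured, 6 rose, 10 fell and 12 did not pass the test, while 6 rose and 12 fell adjusted over the list alone, and the list did not differ from other genes (camera adjusted p = 0.209, median -0.24). Eomes, a T-box gene of early mesoderm, was at background in the controls and at least 2.74-fold higher with the drug, and the homeobox gene Dlx2 rose by 1.29 (SE 0.103). Tfap2b, a neural crest factor gene, fell by 2.31 (SE 0.104) and the homeobox gene En1 fell by 1.16 (SE 0.135). The homeobox gene Vax2, detected on 1 control and 4 treated arrays, rose by 0.68 (SE 0.129, adjusted p = 0.00588, limma), and lost the call without control replicate 1, where the adjusted p was 0.0696. Hand2, a heart and limb factor gene, was not detected. Of 5 measured developmental signalling ligands, 3 fell, none rose and 2 did not pass the test, also adjusted over the list alone (camera adjusted p = 0.0705). Another 30 of the 35 on the array did not pass the detection filter. Bmp4 fell by 1.08 (SE 0.105), Wnt10a fell by 0.88 (SE 0.110, adjusted p = 0.00121, limma), and Fgf10, undetected on treated arrays, was at least 1.29-fold lower. The study lists RT-qPCR and promoter ChIP primers for Vax2, Hand2 and Wnt10a. Here Vax2 rose, Wnt10a fell and Hand2 was not detected.

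Measured protocadherin genes of the Pcdhb cluster, which encode neuronal adhesion molecules, fell together. Another 13 genes of the cluster on the array did not pass the detection filter. All 9 measured members fell, also adjusted over the list alone, and the list was lower than other genes (camera adjusted p = 1.58e-05, and adjusted p = 0.338 with an estimated correlation), with a median log2 change of -1.65, or -1.34 with undetected members at their bound. The median was -1.01 with the authors' values, -1.07 without background correction, -0.86 with an offset of 50 and -0.15 without a detection filter. Pcdhb22 fell by 2.73 (SE 0.106), with -2.14 from the authors' values, whereas Pcdhb16, Pcdhb21 and Pcdhb19, undetected on treated arrays, were at least 3.48-fold, 2.97-fold and 2.52-fold lower. Pcdhb20 fell by 1.38 (SE 0.116, adjusted p = 0.000312, limma), with -0.79 at an offset of 50, and Pcdhb18 was not detected in either group. The study named both for a fall in these cells, so they are not independent evidence of direction. The cluster's genes resemble each other, and a probe could bind several transcripts. No member was detected only in treated cells, against 7 only in controls. Those 7 passed the filter through the controls alone, which favours a fall.

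Genes listed as imprinted, a class expressed from a single parental allele in some or all tissues, showed no common direction. Whether each was expressed from a single allele in these cells was not measured. Of 26 measured, 7 rose, 10 fell and 9 did not pass the test, and the counts were identical adjusted over the list alone (camera adjusted p = 0.316, median -0.05). Besides Mest, the proteoglycan gene Dcn fell by 2.80 (SE 0.102), the zinc finger gene Peg3 fell by 1.90 (SE 0.176) and the growth factor receptor adaptor gene Grb10 fell by 1.57 (SE 0.143).

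Fibroblast and matrix genes fell while epithelial genes rose. Of 23 measured fibroblast and matrix genes, 15 fell, 2 rose and 6 did not pass the test, while 16 fell and 2 rose adjusted over the list alone (camera adjusted p = 0.000234, and adjusted p = 0.463 with an estimated correlation), with a median of -1.34. Besides Col3a1, the matricellular gene Postn fell by 3.21 (SE 0.169), with -2.39 from the authors' values, Col1a2 fell by 2.70 (SE 0.107), and Col5a2, undetected on treated arrays, was at least 6.02-fold lower. The 2 that rose were Ccn2, a growth factor-responsive matrix gene, by 2.28, and the surface glycoprotein gene Thy1 by 0.42, whose call was lost without either control replicate and in other settings. Of 7 measured epithelial genes, 5 rose and 2 did not pass the test, also adjusted over the list alone (camera adjusted p = 0.000234, and adjusted p = 0.355 with an estimated correlation), with a median of 3.32, or 2.88 with undetected members at their bound. The epithelial median was 2.29 with the authors' values, 2.39 without background correction, 2.11 with an offset of 50 and 0.19 without a detection filter. Krt14, Krt18 and the epithelial regulator Grhl2 were at background in the controls and at least 11.6-fold, 7.38-fold and 6.76-fold higher. Another 7 epithelial genes on the array did not pass the detection filter. Of those measured, 4 were detected on no control array and passed it through the treated arrays alone, which favours a rise. Cdh1, which encodes E-cadherin and was detected on 2 of 4 control arrays, differed by 0.07 (SE 0.126, adjusted p = 0.672, limma).

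All 4 measured endothelial genes rose, also adjusted over the list alone (camera adjusted p = 0.0217, and adjusted p = 0.355 with an estimated correlation), among them the receptor gene Flt1 by 1.70 (SE 0.130), Esam, detected on only 1 of 4 control arrays, by 0.76 (0.39 with the authors' values), Eng by 0.66, a call lost without control replicate 2 (adjusted p = 0.0822), and Emcn, at background in the controls, at least 1.18-fold. Another 8 endothelial genes on the array did not pass the detection filter. Esam and Emcn passed it through the treated arrays alone, which favours a rise. The endothelial call was lost with the stricter detection filter and without a filter. Of 7 skeletal muscle genes, 4 rose and 1 fell, among them the actin gene Acta1, up by 2.74 (SE 0.106) or 2.06 with the authors' values, and Myod1, a regulator of muscle fate, at least 1.47-fold higher, and the list did not pass (camera adjusted p = 0.129). Of 11 smooth muscle and contractile genes, 3 rose and 4 fell (camera adjusted p = 0.280), with Tagln at -1.31 (SE 0.125) and Lmod1, undetected on treated arrays, at least 3.0-fold lower. Of 5 cartilage genes, the regulator Sox9 rose by 1.30 and the collagen gene Col11a1, undetected on treated arrays, was at least 3.68-fold lower (camera adjusted p = 0.544). Of 5 neuronal genes, 3 fell and 1 rose (camera adjusted p = 0.280), with Stmn2 at -1.35. Only 2 adipocyte and 2 macrophage genes were measured and these lists were not tested. The adipocyte regulator Pparg rose by 1.84, or 1.20 with the authors' values, Lpl fell by 0.49, a call lost without either control replicate, Cd14 rose by 0.87, and Cd53 was at least 1.39-fold higher. For each of the last 6 of these lists the counts of risen and fallen genes were identical adjusted over the list alone.

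DNA replication genes rose without exception among the 25 measured, also adjusted over the list alone (camera adjusted p = 1.56e-09, and adjusted p = 0.338 with an estimated correlation), with a median of 1.25. Ccne2, which encodes a cyclin of S phase entry, rose by 2.88 (SE 0.134) or 2.29 with the authors' values, the origin licensing gene Cdc6 by 2.50 (SE 0.120), the flap endonuclease gene Fen1 by 2.04 (SE 0.106) and the ribonucleotide reductase gene Rrm2 by 2.03 (SE 0.143). Of 22 mitotic genes, 15 rose, none fell and 7 did not pass, with 16 risen adjusted over the list alone (camera adjusted p = 0.000178, and adjusted p = 0.463 with an estimated correlation), and the median was 0.61. Cdca8, Mad2l1, Birc5 and Cdc20 rose by 1.28, 1.18, 1.15 and 1.01. Of 12 immediate early and stress genes, 10 rose and 2 did not pass, with 11 risen adjusted over the list alone (camera adjusted p = 0.000234, and adjusted p = 0.338 with an estimated correlation). The stress factor gene Atf3 rose by 2.03 (SE 0.112), Ier3 by 1.89, Jun by 1.54 and Junb by 1.27.

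**Figure D2:**
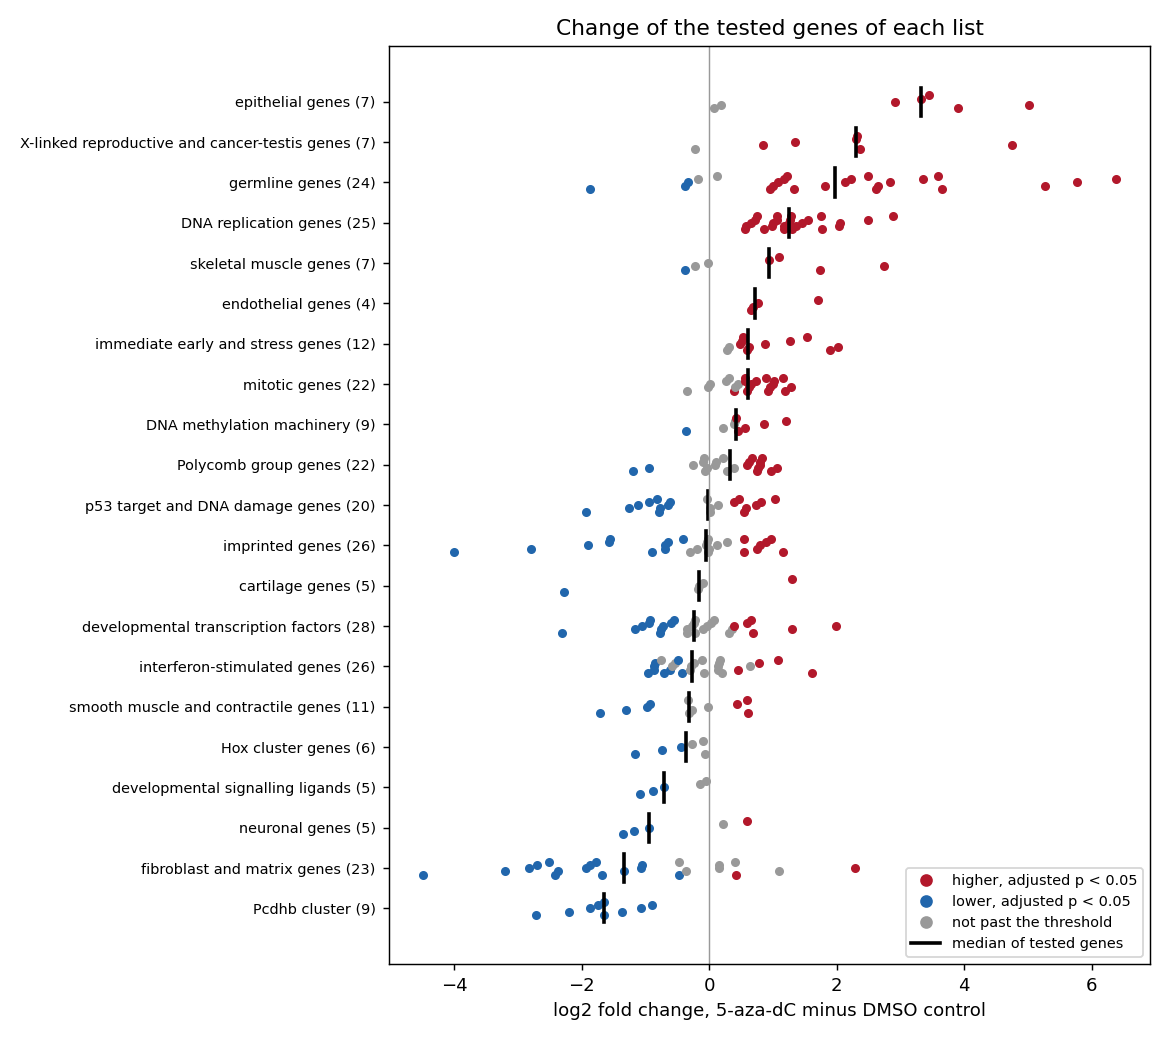
Log2 fold change (5-aza-dC minus DMSO control, horizontal axis) of every measured gene in the 21 tested lists, with the number of genes in brackets. Red points rose and blue points fell at an adjusted p under 0.05, grey points did not pass and black bars are list medians, which run from -1.65 for the Pcdhb cluster to 3.32 for epithelial genes.

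Of 9 DNA methylation machinery genes, 5 rose and 1 fell (camera adjusted p = 0.0519), and of 22 Polycomb group genes, 10 rose and 2 fell (camera adjusted p = 0.0630), and neither list passed the threshold. Dnmt1 rose by 0.85 (SE 0.112, adjusted p = 0.00146, limma), Uhrf1, its hemimethylated DNA-binding partner, by 1.20 (SE 0.112), and the methyl-CpG-binding domain genes Mbd3 and Mbd1 by 0.56 and 0.45. The Mbd3 call was lost without control replicate 1 (adjusted p = 0.0887), and the Mbd1 call without either control replicate and with the replicate block. Phc2 and Pcgf5 rose by 1.07 and 0.97, and Pcgf1 and Ring1 stood at -1.19 and -0.95. Of 20 p53 target and DNA damage genes in these p53-deficient cells, 7 rose and 9 fell (camera adjusted p = 0.614). The stress-response genes Sesn2, Sesn1 and Ddit4 had log2 changes of -1.93 (-1.34 with the authors' values), -1.25 and -1.12, the Ddit4 call being lost without a detection filter (adjusted p = 0.0908) and without control replicate 1 (adjusted p = 0.0576), and the kinase gene Plk3 rose by 1.02. Of 26 interferon-stimulated genes, 4 rose and 8 fell (camera adjusted p = 0.280). The chemokine gene Cxcl10 was at least 2.16-fold higher, from background in the controls, while Stat2 and Cmpk2 stood at -0.96 and -0.87, Cmpk2 detected on only 2 of 4 treated arrays. The brightest probe of Irgm1 rose by 1.07 and another probe fell by 0.59, so its direction is open, and its call was lost without a filter and without control replicate 2. In these 4 lists the counts were identical adjusted over the list alone. The control gene Actb read 0.31, 0.66 and -0.18 on its tested probes, the last of which did not pass the test (SE 0.344, adjusted p = 0.689, limma). The choline dehydrogenase gene Chdh was not detected.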

Values the study reported

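The study stated that 72 hours of 5-aza-dC lowered global 5mC by more than 50%, measured by HPLC. Its methods give the drug concentration as 0.5 µM. It compared the arrays for genes that had lost promoter H3K27me3 and risen more than 1.5 fold in Dnmt1-deficient MEFs, and found their expression raised relative to all genes at P <0.005 by a rank sum test. For selected genes in treated cells it also reported higher expression by RT-qPCR and lower promoter H3K27me3 by ChIP-qPCR. Genes in regions that gained H3K27me3 in Dnmt1-deficient MEFs were lower on average on the arrays. The study concluded that losing DNA methylation was enough to de-repress Hox genes.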

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

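The crossed pairing was chosen after seeing the data; the other alternatives were planned. Of 1674 values of 112 named genes under the alternatives, 1611 kept direction and side of the threshold, 57 kept the direction and lost the call and 6 changed sign. The naming rule favours large changes, so these counts do not describe how stable the calls of all tested probes are. The changes of sign were in Cdh1, which read -0.043 with technical array a alone and -0.060 to 0.20 with a replicate left out, and in Hoxc10, which read 0.037 with median centring, 0.12 with technical array a alone and -0.18 to 0.039 with a replicate left out. Sizes depended on background correction: the fold moved by over 1.5 times for 37 of the 112 named genes with the authors' values, 30 without background correction, 35 with an offset of 50 and 0 under each other alternative tried on them. Numbers of higher and lower probes ranged from 2193 to 4493 and from 2082 to 4176 with a replicate left out, where the lone sample is taken to vary like the other group. With a 1.5-fold minimum, 2513 probes were higher and 2348 lower. Whether replicate numbers pair the samples is not known. Deviations of same-numbered replicates correlated at -0.629 over 2 pairs, which mirror each other and make a single comparison, and the replicate block gave 3206 higher and 3007 lower probes. With the pairing crossed, 4605 and 4487 probes were called. Probes detected in controls alone numbered 389 and 367 with technical array a or b alone, and 286 to 378 with a replicate left out.

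Camera with an estimated correlation called 0 lists higher and 0 lower: adjusted p rose to 0.338 for the Pcdhb, germline, X-linked, DNA replication and immediate early lists, 0.355 for the endothelial and epithelial lists, and 0.463 for the mitotic and fibroblast lists. With 2 residual degrees of freedom that correlation is poorly determined. Fry, which does not compare a list with other genes, called 10 lists higher and 9 lower. Among lists that missed in the main fit, it called developmental transcription factors, imprinted, smooth muscle and neuronal genes lower (adjusted p = 0.0110 each). Hox and signalling ligand genes (0.0129) and cartilage genes (0.0222) were also called lower by fry. Called higher by fry were skeletal muscle genes (0.0129), DNA methylation machinery (0.0356) and Polycomb group genes (0.0387). DNA methylation machinery passed with the authors' values (0.0371), no background correction (0.0435), offset 50 (0.0418), technical array b (0.0465), all 8 arrays (0.0422) and the rank sum test (0.0336), and ranged from 0.0305 to 0.143 with a replicate left out. Polycomb group genes passed without a filter (0.0411) and by rank sum (0.0336), and ranged from 0.0305 to 0.163 with a replicate left out; skeletal muscle genes ranged from 0.0404 to 0.157. Without a detection filter the X-linked list (0.0733) and the endothelial list (0.262) lost their calls and the signalling ligands turned direction at 0.868; the endothelial list also missed at 0.0513 with the stricter filter. The cause was not tested. Signal near background limits what can be said of genes outside the filter.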

Other observations

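The tests of epithelial cells, another mesenchymal population, signal near background and cross-hybridisation were chosen after the results they bear on were seen, whereas median centring was planned and its cut-offs were set afterwards. Xist, the RNA that coats the inactive X chromosome, was chosen after its values were seen: it was not detected on any control array and was at least 3.32-fold higher with 5-aza-dC (limma adjusted p = 0.000155). Other imprinted genes, also chosen after their values were seen, went both ways: Igf2 fell by 1.56, whereas Atp10a, Peg10 and Dlk1 rose by 0.97, 0.89 and 0.80. Treated replicates differed more from each other than control replicates did, with an SD of the log2 difference over tested probes of 0.316 against 0.165, while technical arrays of a sample differed by 0.132 to 0.160.

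Most measured fibroblast and matrix genes were lower in treated cells, though the list's call was lost by camera with an estimated correlation (adjusted p = 0.463). Quantile normalization is argued against, since the list median was -1.37 when arrays were only centred on their median. Epithelial cells mixed into the treated cultures stay open: 7 of 14 epithelial genes on the array were detected on all treated arrays and 5 of the 7 measured rose, but the tables do not show which genes such cells would express. Another mesenchymal population cannot be told apart from a response to the drug, because 8 of 23 members were not called lower, of which 2 rose and 6 did not pass the test, and such cells share genes like Vim. A response to the drug remains a hypothesis.

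No measured Hox gene rose on these arrays. The study reported Hox genes de-repressed in Dnmt1 wild-type MEFs that lost DNA methylation, with RT-qPCR of selected genes. Of the Hox genes named above from the study, only Hoxc10 passed the filter here. By mRNA-seq the study found RNA from Hoxc4 to Hoxc10 already in Dnmt1 wild-type MEFs. It saw no RNA rise at the HoxB cluster in Dnmt1-deficient MEFs. The falls of Hoxc6, Hoxb9 and Hoxb5 therefore do not speak against its report. For 3 of 6 measured genes, which fell past the threshold, signal near background would shrink a rise without turning it into a fall. These genes were picked by their fall, so this restates the fall and is not a separate test. The Hoxb5 call also did not hold in every setting. Signal near background stays open for the other 3, which also lay below 0 in the main fit, but only 1 of them by over 2 SE. For the 32 genes outside the filter it stays open, as 28 were detected on no treated array, and a rise below the detection limit could not be seen.

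All tested Pcdhb genes were lower. Quantile normalization is argued against by a list median of -1.57 under median centring, which kept the background correction. The size of the fall did depend on that correction, with a median of -1.07 without it. Cross-hybridisation among paralogs cannot be told apart from separate falls, because all 9 moved the same way and probe sequences were not used here; a shared transcript may contribute.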
